A study of Canis lupus familiaris with 114 samples.

How the data were processed

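Cap analysis of gene expression (CAGE) counts short sequence tags taken from the capped 5' end of RNA, so that the position of a tag marks a transcription start site. Per the labels' protocols, 1 µg of total RNA was used per library, tissues with too little material were pooled, 8 barcoded libraries were combined in a pool, and the tags were sequenced as single reads of 50 cycles. The aligner, the tag clustering, the enhancer caller and the genome build are not given in the sources used here. The promoter annotation names 39 chromosomes (no Y chromosome) and 20036 gene symbols, of which 20009 (99.9%) were found in the RefSeq gene table of the dog assembly UU_Cfam_GSD_1.0. All clusters annotated as promoters (100%) lay within 1 kb of their gene in that table, so coordinates are given as the deposited annotation gives them.

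The authors deposited a robust and a comprehensive set of promoters and of enhancers, each with 1 table named for raw counts and 1 named for TPM. The 2 tables of each set held the same values in the same order (0 cells differed). The names of 13557 robust and 34047 comprehensive promoters differed between them, in each case by a minus sign for the strand that the table named for TPM lacked. Both tables were read as the authors' TPM, that is tags scaled to a fixed library total without correction for length (CPM), because the deposited values were not whole numbers. The TPM of robust promoters summed to the full scale of 1000000 in each library. The TPM of robust enhancers summed to between 39229 and 551359, so the authors' TPM were relative to more enhancer tags than the set lists. The deposited score of each promoter or enhancer equalled the sum of its TPM over the libraries, and the deposited bidirectionality score of an enhancer was a whole number of at least 1. Dividing the TPM by the value of 1 tag gave whole tags for 100% of the values above 0 within a tolerance of 1e-06. These recovered tags gave the depth of each library. Each of the 114 value columns was matched to its library by name, with 0 columns left over.

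Libraries were grouped by the tissue or the embryonic stage in their labels. A title and a tissue label contradicted each other for 1 library, which was left out of all comparisons. An adult dog was identified by its breed, sex and age in months, which gave 10 dogs. The labels also gave 2 sequencing batches of 11 and 103 libraries. All 6 embryos were in batch 2. Batch 1 held too few libraries for comparisons of its own, so results are given for all libraries and for batch 2 alone.

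The tests written down before the data were examined assumed counts and named edgeR's quasi-likelihood test. Because the files held TPM, the tests used limma 3.58.1 in R 4.3.3 (moderated statistics with an intensity trend) on log2(TPM + pseudocount), and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered tags as alternatives. The pseudocount was 1 TPM for promoters and 50 TPM for enhancers, the latter close to the value of 1 tag in the median library. Fold changes are on this log2(TPM + pseudocount) scale, which understates the change of weakly used elements. Promoters were tested at 1 TPM or more, and enhancers at 50 TPM or more, in at least 3 libraries (3 tissues where tissues were the unit). Elements with a Benjamini-Hochberg adjusted p (FDR) under 0.05 and at least a 2-fold change were called, and tests among all tissues used the FDR alone. All limma and edgeR tests were two-sided, except the F-tests among tissues.

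The stages were compared over the 6 embryos alone. Embryos and adults were compared in a model of all group means, as the mean of the 2 stages minus the unweighted mean of the 36 adult tissues. The 10 tissues of the central nervous system (CNS) were compared with 22 non-neural tissues on tissue means, leaving out neurohypophysis, olfactory pool, retina with optic nerve and spinal ganglion. Sex was tested with tissue as a covariate over the tissues with both sexes. Tissue specificity was measured by tau (0 for even use, 1 for use in a single tissue) on log2(TPM + 1) of tissue means. The share of variance explained by tissue and by dog used log2 CPM with a prior count of 2, dogs with at least 10 libraries, and 100 permutations of dogs within tissues. Enhancers were paired with the nearest promoter within 100 kb and with a random promoter of another chromosome, and correlated across tissue means. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

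Whether libraries of the same dog deviated together was checked on deviations from tissue means, for the 5 dogs with at least 10 libraries. The pairing comes from the labels, which give the same breed, sex and age. The median correlation was 0.0302 for libraries of the same dog and -0.00803 for libraries of different dogs. This difference of 0.0383 was above all 1000 permutations of dogs within tissues (one-sided permutation p = 0.000999, the smallest they can give).

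Each script was tested on simulated data with 200 changed elements. At a 4-fold change between the stages, limma recovered 49.5% of the changed promoters and 0.5% of the changed enhancers (17376 and 504 elements tested). For embryos against adults it recovered 68.5% of the promoters and 16.0% of the enhancers (27337 and 8956 tested), and for CNS against non-neural tissues 90.5% and 41.5% (26618 and 2904 tested). For the sexes it recovered 90.0% of the promoters (25156 tested). At a 16-fold change in the tissue tests it recovered 35.5% of the promoters and 14.0% of the enhancers (27314 and 8853 tested). Between 0 and 18 unchanged elements were called in these runs. The runs for embryos against adults, the CNS and the tissue tests gave unchanged elements the same profile in all libraries. Simulated tissues thus did not differ as the real ones do, and the run for the sexes held no differences between dogs. For these comparisons the shares recovered and the false calls describe simpler data than the real ones.

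Genes named below follow a rule set before the data were examined. It takes the listed marker genes, and for the embryo and CNS comparisons the 5 promoters with a symbol and the 3 enhancers with the largest change in each direction. Named promoters needed a mean of 5 TPM and named enhancers 1 TPM in the higher group. The stage comparison also required no overlap between the 3 libraries of each stage, and the embryo comparison all 6 embryos on the same side of the median adult tissue. For the sexes the rule takes the 10 promoters with the smallest p. Of the genes the rule takes, 3 are not reported here. Lists of 8 embryonic genes, 9 sex-linked genes and 5 X-linked genes with a Y-linked partner were also fixed beforehand. Tags of near-identical genes (histone, globin, ribosomal protein and MHC genes among those named) could have been assigned to either copy, so their values are uncertain.

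Alternatives written down before the data were examined were another set of size factors, no filter on low values, the comprehensive set, other models, the dog as a block, batch 2 alone, and leaving out replicates or dogs. Alternatives chosen after seeing the data were other pseudocounts, edgeR with TMM factors, TPM divided by TMM factors, enhancer tags scaled to promoter tags, promoters thinned to the depth of enhancers, leaving out dogs in the variance analysis, leaving out replicates in the co-expression analysis, leaving out the libraries that matched another dog, and averaging 2 cerebral cortex libraries. A 95% exact Clopper-Pearson interval, or a floor of 3 counts, is given where a group had 3 tags or fewer. Intervals and floors cover counting error only.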

Results

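The series set out to map promoters and enhancers in dogs of several breeds, across tissues and in embryos. It comprised 114 CAGE libraries. Adult libraries numbered 107, from 36 tissues and 10 dogs, and embryo libraries numbered 6, with 3 whole embryos at day 30 and 3 at day 20 to 25. The remaining library had contradictory labels and entered no comparison. Of the 38 groups, 33 had 3 libraries. Caudate nucleus with amygdala was among the 2 groups of 1 library, parathyroid gland had 2, piriform lobe 4 and skin 6.

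The robust set held 27341 promoters and 9787 enhancers, and the comprehensive set 68446 and 46661. In the robust set, 51.1% of the promoters (13967) were annotated at a gene's promoter, 13.6% as proximal to it and 10.5% in introns. They carried 15944 gene symbols, of which 5053 (31.7%) had at least 2 robust promoters. Robust enhancers lay in introns (66.3%) or between genes (33.7%) and had a median width of 454 bp.

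Promoter depth ranged from 224542 to 24873086 tags per library, with a median of 6993538. The shallowest library was retina and optic nerve replicate 3. Enhancer depth was far lower, at 617 to 1868349 tags behind the TPM, with a median of 20186. In the median library, 1 tag was worth 0.146 TPM in promoters and 49.5 TPM in enhancers, so that most values of single enhancers rested on few tags. A robust enhancer had a median of 54 tags over all adult libraries, against 5941 for a robust promoter. Batch 1 was deeper, with a median of 16319853 promoter tags against 6785262 in batch 2.

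**Figure D1:**
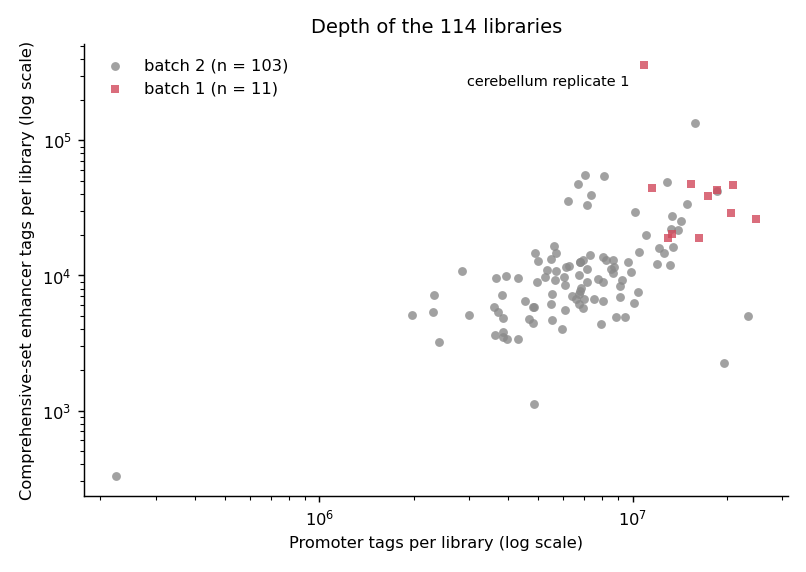
Tags in promoters (horizontal, log scale) and in comprehensive-set enhancers (vertical, log scale) for each of the 114 libraries, coloured by sequencing batch. Cerebellum replicate 1 held 364354 enhancer tags, against a median of 10013 over all libraries.

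Replicates resembled each other more than other groups did. The median correlation of log2 promoter TPM was 0.930 between libraries of the same group and 0.734 between groups, and 92 of the 111 libraries with a replicate had their nearest library in their own group. The lowest correlation within a group was 0.702, between skin libraries. Cerebral cortex replicates 1 and 2, labelled as different dogs, differed least of the 6441 pairs of libraries. Their chi-square per degree of freedom was 4.18, against 34.7 for the next pair, so they differed by more than sampling noise. They were kept as 2 libraries, although this value does not exclude the same RNA in both. Averaging them left 25831 promoters and 4913 enhancers differing among tissues, against 25857 and 5015 with both.

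Promoter use differed among the 36 adult tissues for 25857 of the 27077 promoters tested (limma F-test, FDR under 0.05), and enhancer use for 5015 of 8747. Within batch 2 the counts were 25607 and 4685. The alternative that moved them most was the comprehensive set, with 49036 promoters and 9689 enhancers. Leaving out replicate 1, 2 or 3 of every tissue left 3029, 3117 and 3534 enhancers.

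Of 57 tissue marker genes listed beforehand, 49 had a robust promoter, and 42 of these had their highest mean TPM in the listed tissue. PRL reached 297374 ± 99095 TPM (SD, n = 3) in adenohypophysis, TG 156911 ± 6406 (n = 3) in thyroid gland and ALB 39312 ± 14895 (n = 3) in liver. The exceptions included POMC, STAR, SCGB1A1, NEFH, NEUROD6 and SLC6A3. POMC had 8384 ± 7154 TPM (n = 3) in adenohypophysis and 49010 in neurohypophysis. STAR was higher in ovary than in adrenal gland, SCGB1A1 higher in lung than in trachea and bronchus, and NEUROD6 higher in hippocampal formation than in cerebral cortex. NEFH, listed for prostate gland, was highest in spinal ganglion. SLC6A3, listed for brain stem at 57.6 ± 55.1 TPM (n = 3), had a mean of 96.5 TPM in lung. Of the genes with the highest mean in their tissue, KRT10, HOXD11, AMH, MOG and MAG had a library of that tissue below the highest library of another tissue. KRT10 ranged from 4.79 to 32526 TPM over the 6 skin libraries and reached 49.1 TPM in another tissue. With the comprehensive set, 46 of 54 genes ranked highest in their tissue.

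Tau, the measure of tissue restriction, was higher for enhancers than for promoters. Its median was 0.832 for enhancers and 0.610 for promoters, a difference of 0.221. Enhancers rested on far fewer tags, and promoters thinned to the tags of the enhancers gave a difference of 0.128. Leaving out replicate 1, 2 or 3 of every tissue gave 0.238 to 0.251. The other alternatives ranged from 0.0648 in the comprehensive sets to 0.382 with promoters matched to enhancers on mean TPM. A tau of 0.8 or more was reached by 59.4% of the enhancers and 32.7% of the promoters. Testis held the largest share of these tissue-restricted elements, with 2544 promoters (28.4%) and 984 enhancers (16.9%), followed for promoters by cardiac muscle with 460.

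**Figure D2:**
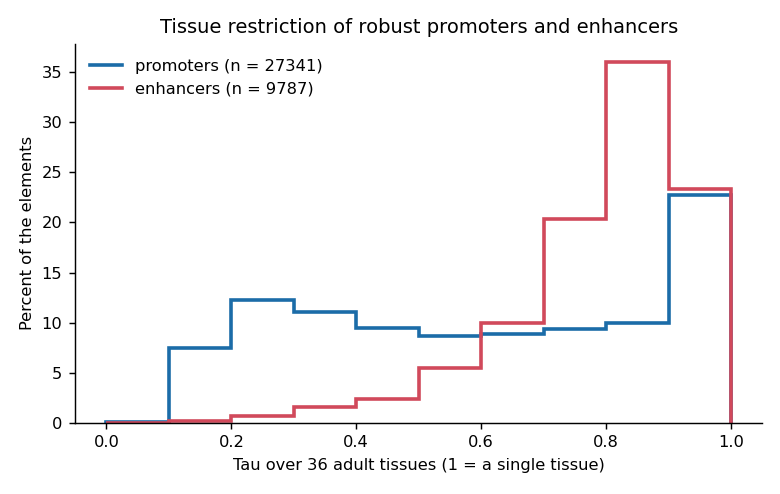
Share of robust promoters and enhancers (vertical, percent) by tau over the 36 adult tissues (horizontal). The median was 0.610 for promoters and 0.832 for enhancers.

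Tissue accounted for a median of 80.4% of the variance of promoter use and dog for 1.15%, over 85 libraries of 5 dogs and 32 tissues. Permuting the dogs within tissues gave a median of 1.04%, and 16 of 100 permutations reached the observed share, so the share of the dog was not above chance by this measure. Within batch 2 the shares were 83.0% and 1.2%. Enhancers moved them most, with 49.1% for tissue and 3.07% for dog. The shares are not adjusted for the number of tissues and dogs, so noise alone gives shares above 0. A chance level was computed only for the dog share of promoters over all libraries. How much of the tissue shares, or of either enhancer share, is noise is therefore not known.

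Enhancers were compared with the nearest promoter to see whether their use varied together across tissues. Over 8145 pairs within 100 kb the median Spearman correlation was 0.158, against 0.0340 with promoters of another chromosome, a difference of 0.124. These correlations are across tissues for each pair, and pairs that share promoters are not independent. Restricting the pairs to 10 kb gave 0.238 over 3274 pairs, and the comprehensive sets gave 0.0451.

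The 10 CNS tissues and the 22 non-neural tissues differed in 7387 of 23333 promoters (limma, FDR under 0.05 and at least 2-fold), of which 6179 were higher in the CNS and 1208 lower. Within batch 2 the count was 7144. The balance of higher and lower calls differed between scalings and tools. The median log2 change of all tested promoters was 0.35, and with TPM divided by TMM factors it was -0.15, with 4293 promoters higher and 2643 lower. With edgeR on tags it was -0.44, with 4109 higher and 6965 lower. The count was 4316 with a pseudocount of 5 TPM and 11074 with edgeR and TMM factors. Promoters with the largest changes were far from these shifts. The MBP promoter in the coding sequence at chromosome 1, 2892111 to 2892399, had 5785 ± 4739 TPM (SD, n = 10 tissues) in the CNS and 99.3 ± 401 (n = 22) elsewhere, a log2 change of 8.20 (SE 0.62, limma FDR 2.14e-13). FABP7 (8.14), LOC607986 (7.82) and OMG (7.72) were among the next by log2 change. The largest decreases were those of AQP1 at chromosome 14, 43686280 to 43686296, with 1.40 ± 1.47 TPM (n = 10) in the CNS and 238 ± 379 (n = 22) elsewhere, a log2 change of -4.92 (SE 0.82, limma FDR 5.70e-06), then CFD (-4.47), DPT (-4.25), MFAP4 (-4.06) and CCL21 (-3.83). All of these were called in the same direction under each of the 10 alternatives.

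**Figure D3:**
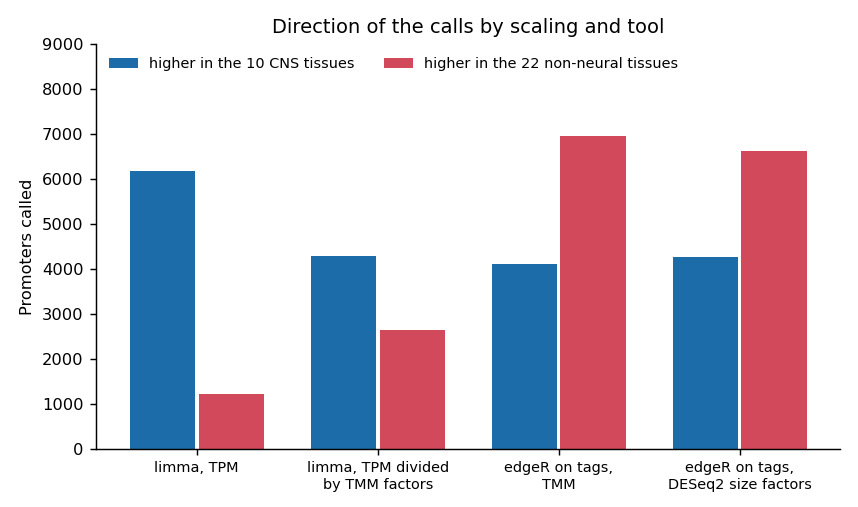
Number of promoters called higher in the 10 CNS tissues or in the 22 non-neural tissues (vertical) for 4 combinations of scaling and tool (horizontal). Calls higher in the CNS numbered 6179 with limma on TPM and 4109 with edgeR on tags and TMM factors.

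Of 4448 enhancers tested between the same tissues, 373 were called, 324 higher in the CNS and 49 lower, and 369 within batch 2. edgeR on tags with DESeq2 size factors moved this count most, to 1376, with 788 higher and 588 lower. On simulated data the median log2 change in limma was 1.18 for enhancers raised 4-fold and -0.63 for those lowered 4-fold. Decreases of that size thus mostly missed the 2-fold threshold in limma. The largest increase was at an intronic enhancer on chromosome 27, 43306734 to 43307207, with 665 ± 513 TPM (n = 10) in the CNS and 20.7 ± 58.4 (n = 22) elsewhere (log2 change 3.21, SE 0.33, limma FDR 3.06e-10), resting on 552 and 24 tags. Intronic enhancers on chromosome 26, 27853236 to 27853747 (log2 change 3.15), and chromosome 25, 32634638 to 32635047 (3.12), followed. The largest decreases were at intergenic enhancers on chromosome 10, 17576202 to 17576691 (-2.17), chromosome 13, 31467244 to 31467680 (-2.07), and chromosome 20, 39179609 to 39180070 (-2.0). These 6 were also called in the same direction under each of the 10 alternatives.

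Embryos and adult tissues differed in 6846 of 27110 promoters (limma, FDR under 0.05 and at least 2-fold), with 4482 higher and 2364 lower in embryos. Within batch 2 the count was 6809. A pseudocount of 5 TPM moved it most, to 3526. The largest increase was at HBE1 (chromosome 21, 28629212 to 28629281, 5' UTR), an embryonic globin gene, with 3723 ± 3184 TPM (SD, n = 6) in embryos and 5.02 ± 23.5 (n = 36 tissues) in adults. Its log2 change was 10.96 (SE 0.47, limma FDR 9.86e-35). SERPINA1 followed (10.06), with 36557 TPM in adult liver, the highest tissue, and a median of 3.04 TPM over the adult tissues. LOC485255 (9.85), IGF2 (7.92) and H3C11 (7.60) came next. H3C11 had 2883 TPM in adult bone marrow, the highest tissue, against 3965 ± 2926 (n = 6) in embryos. The largest decreases were at DLA-DQA1 (chromosome 12, 2375556 to 2375645), with 1.91 ± 1.59 TPM (n = 6) in embryos and 239.5 ± 315 (n = 36) in adults (log2 change -5.33, SE 0.57, limma FDR 4.28e-13), then CD74 (-5.21), HLA-DRB1 (-4.91), PI16 (-4.57) and ADIRF (-4.48). Each of these 10 kept its direction and its call under all 15 alternatives.

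Of the 8 genes expected in embryos that were listed beforehand, 6 had a tested promoter, 10 promoters in all. Of these, 8 were called over all promoters tested and 8 when adjusted over the list alone, all of them higher in embryos. They were IGF2BP1 (log2 change 7.50), TOP2A (5.66), AFP (5.55), MKI67 (5.06), IGF2BP3 (4.41) and 3 promoters of HMGA2 (7.12, 3.93 and 2.80). The last of these, in the 3' UTR, had 2 adult tags, a ratio of pooled TPM of 2866 with a 95% interval of 786 to 23774. MKI67 had 168.8 TPM in adult bone marrow, the highest tissue, above its embryo mean of 100.2 ± 44.6 TPM (n = 6). The other promoter of IGF2BP3 did not differ (log2 change -0.02, limma FDR 0.921), and its sign changed between alternatives. The other promoter of TOP2A had 0 tags in embryos and a mean of 0.449 TPM over adult tissues, highest in testis and with a median of 0, so the mean rested mainly on testis. It was at least 6.69-fold lower in embryos than this mean against the floor of 3 counts over the group, and was not called.

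Enhancers differed less often between embryos and adults. Of 8877 tested, 139 were called, 138 higher in embryos and 1 lower, and 141 within batch 2. edgeR on tags moved this most, to 368, and leaving out embryo day 30 replicate 1 gave 88. The largest increase was at an intergenic enhancer on chromosome 7, 2046577 to 2047121, with 2123 ± 1653 TPM (n = 6) in embryos, from 280 tags, and 130 ± 186 (n = 36) in adults (log2 change 3.87, SE 0.43, limma FDR 2.48e-11). Intronic enhancers on chromosome 10, 23779243 to 23779730 (3.14), and chromosome 25, 24122183 to 24122609 (3.06), followed. That on chromosome 10 had 10089 TPM in adult bone marrow, the highest tissue, against 1201 ± 1037 (n = 6) in embryos and a median of 11.5 over the adult tissues. The enhancer called lower, in an intron on chromosome 1, 114105466 to 114106026, had 0 tags in embryos and 250 ± 463 TPM (n = 36) in adults, at least 21.8-fold lower against the floor of 3 counts over the group, and lost its call in 9 of 14 alternatives.

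The 2 embryonic stages, all in batch 2, differed in 37 of 17217 promoters (limma, FDR under 0.05 and at least 2-fold), of which 10 were higher at day 30 and 27 lower. At an unadjusted p under 0.05 there were 2669. All 37 separated the 3 libraries of each stage. Over all tested promoters 3754 (21.8%) did so, against 10% by chance. DESeq2 moved the count most, to 130, with 75 higher and 55 lower at day 30. The median log2 change of all tested promoters was -0.24 with limma and 0.00 with edgeR, which called 28, and 27 of these were among the 37. Leaving out day 20 to 25 replicate 1, 2 or 3 gave 21, 16 and 22 calls, and leaving out day 30 replicate 3 gave 115.

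Higher at day 30 were 4 named promoters. KALRN (chromosome 33, 28019645 to 28019647, intron) had 41.0 ± 27.1 TPM (SD, n = 3) at day 30 and 0.141 ± 0.244 (n = 3) at day 20 to 25, from 848 and 2 tags, a ratio of pooled TPM of 396 (95% interval 109 to 3277, limma FDR 0.000237). TSC22D1 (chromosome 22, 6472393 to 6472399, promoter) had 58.4 ± 15.8 and 7.81 ± 3.09 TPM (log2 change 2.78, SE 0.35, limma FDR 0.00273). H2AC8 (4.36) and SUGT1 (4.11), both in introns, were called but lost their calls in 8 and 9 of 15 alternatives. Lower at day 30 were TKTL1 (chromosome X, 123194874 to 123194880, promoter), with 0.480 ± 0.590 TPM against 102 ± 18.5 (n = 3 each, log2 change -6.18, SE 0.35, limma FDR 2.45e-06), then LOC119877398 (-5.21), MRPL16 (-4.32) and LOC119873395 (-3.35). UBE2S (chromosome 1, 103048028 to 103048031, proximal) had 0 tags at day 30 and 12.3 ± 3.82 TPM (n = 3) at day 20 to 25, at least 94.8-fold lower at day 30 against a floor of 3 counts over the group (limma FDR 0.000286). TKTL1 and UBE2S kept their calls under every alternative that tested them, 15 and 12 in number. The LOC119877398 and SUGT1 promoters were also called between the male and female dogs compared below (log2 change in males -2.30 and 2.47). Differences between individual embryos may therefore contribute to these stage calls and were not separated from the stage.

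**Figure D4:**
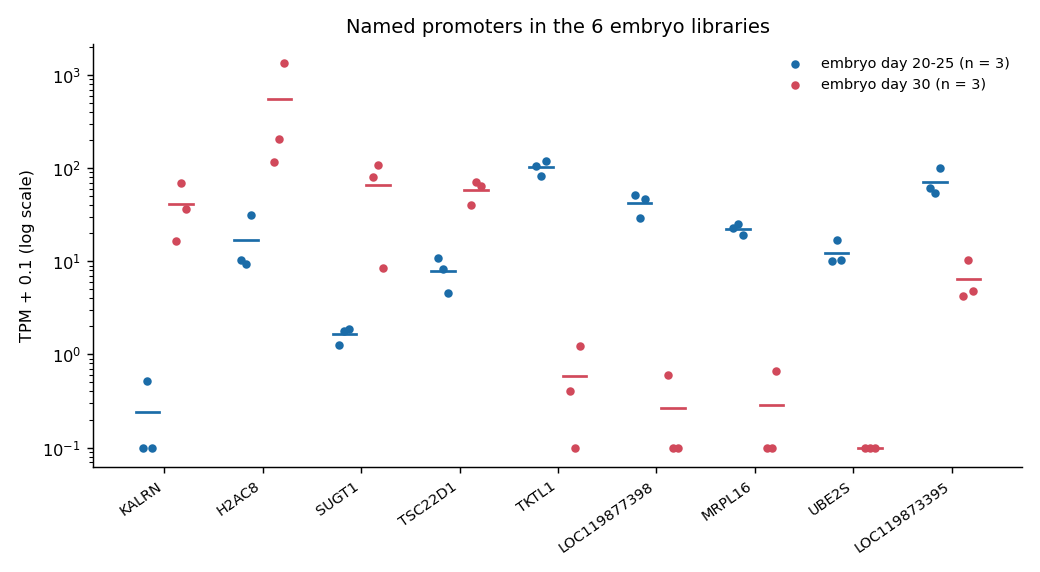
TPM plus 0.1 (vertical, log scale) of the 9 named promoters (horizontal) in each of the 6 embryo libraries, with the mean of the 3 libraries of each stage as a line. For TKTL1 the means were 102 TPM at day 20 to 25 and 0.480 TPM at day 30.

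No enhancer was called between the stages (0 of 591, limma), with 47 at an unadjusted p under 0.05. edgeR on tags called 0 (60 at an unadjusted p under 0.05 with TMM factors and 65 with DESeq2 size factors), and DESeq2 called 0 (25 unadjusted). Without overlap between the stages were 96 enhancers (16.2%), against 10% by chance. On simulated data of this depth limma recovered 0.5% of enhancers changed 4-fold, so changes of that size were not detectable. Fitting all libraries together moved the count to 53, with 3 higher and 50 lower at day 30, and leaving out day 30 replicate 1 gave 83, all lower.

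Male and female dogs were compared over 93 libraries of 30 tissues, from 4 male dogs (42 libraries) and 5 female dogs (51 libraries). Because breed and age differ between the dogs, the comparison is between these dogs. The test took libraries as independent, so its SE and FDR do not measure the spread between dogs. Of 25101 promoters, 51 were called (limma, FDR under 0.05 and at least 2-fold), 27 higher in males and 24 higher in females, and 1831 had an unadjusted p under 0.05. Of the 51, 4 were among the 849 tested on the X chromosome (0.471%) and 47 among the 24252 tested elsewhere (0.194%). Within batch 2 the count was 53. It was 20 with a pseudocount of 5 TPM and 98 with 0.1 TPM, 105 with limma voom and the dog as a random effect, and 119 and 122 with edgeR and TMM factors or DESeq2 size factors. Leaving out the Rottweiler male of 61 months gave 27. The smallest p belonged to an intergenic promoter on the X chromosome, 57503011 to 57503108, minus strand, with 1.76 ± 9.03 TPM (n = 42) in males and 61.4 ± 48.4 (n = 51) in females (log2 change -4.73, SE 0.35, limma FDR 1.85e-16). The annotation gave it no gene. The nearest clusters annotated as promoters were those of LOC102157030, 42.0 kb away, and PHKA1, 528 kb away. The male mean rested on colon replicate 3, at 58.6 TPM, since the next male-labelled library had 5.25 TPM. On 200 promoters off the X chromosome that parted 7 dogs, 98 of 103 libraries matched their labelled dog best and 5 did not, namely colon replicates 1 and 3, cerebellum replicate 1 and cerebral cortex replicates 1 and 2. Without these 5 libraries 57 promoters were called, among them all 51.

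The other 9 promoters of smallest p lay off the X chromosome. With positive log2 changes in males were promoters of CREBBP (1.58, in an intron), NRXN2 (2.32), LOC119877612 (1.97) and LOC102152083 (1.17). Unnamed antisense promoters on chromosome 27 at 7744315 (3.36) and chromosome 1 at 117731202 (2.85) also had positive changes. With negative changes were RPL31 (-3.87), MMP15 (-1.68) and an unnamed promoter on chromosome 2 at 17370371 (-1.22). Of the 10, 5 kept their call under all 19 alternatives. None of the 9 listed sex-linked genes, XIST and 8 Y-linked genes, carried an annotated promoter (0 tested). The 5 listed X-linked genes with a Y-linked partner had 7 tested promoters, of which 1 was called over all promoters tested and 1 when adjusted over the list alone. It was that of KDM6A (chromosome X, 38946711 to 38946768), with 30.6 ± 21.5 TPM (n = 42) in males and 15.2 ± 16.1 (n = 51) in females (log2 change 1.08, SE 0.15, limma FDR 2.51e-06). A pseudocount of 5 TPM took it under the 2-fold threshold. EIF2S3 (-0.65), KDM5C (-0.43), both promoters of DDX3X (-0.69, and 0.31 with a lower mean TPM in males), ZFX (-0.04, of either sign between alternatives) and the other KDM6A promoter (-0.32) were not called.

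**Figure D5:**
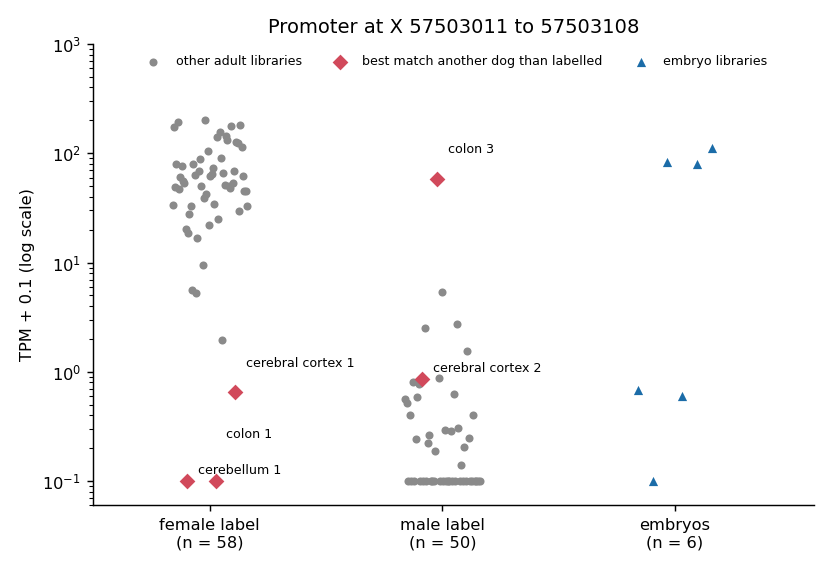
TPM plus 0.1 (vertical, log scale) of the intergenic X-chromosome promoter in each library, by sex label and in the embryos (horizontal). Diamonds mark the 5 libraries whose promoter profile matched another dog best, 3 of the 58 female-labelled libraries lay under 1 TPM, and 49 of the 50 male-labelled libraries lay under 6 TPM.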

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

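The test of both glands in the sample, with its comparison of GCM2, was chosen only after the values were seen, and the other tests in this part were written down before.

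In groups of 4 to 10 libraries (piriform lobe with 4 and skin with 6), a library far from the rest of its group was looked for in 15 tests, of 7 measures of depth and composition in both groups and of KRT10 in skin. By chance about 1 in 20 would stand out, and 3 did. Piriform lobe replicate 1 had 155506 enhancer tags behind its TPM, against 14379 to 20972 in the other 3, and 13.44 enhancer tags per 1000 promoter tags, against 2.13 to 2.45. Skin replicate 1 had 43474 enhancer tags, against 5960 to 12512 in the other 5. Both libraries were in batch 1, and the other 8 were in batch 2. Piriform lobe replicate 1 had 11570393 promoter tags against at most 8563933 in its group, so its depth alone accounts for little of the excess, whereas skin replicate 1 had 3.35 enhancer tags per 1000 promoter tags against at most 3.28. A difference between the batches is a candidate explanation. Within tissues, batch 1 lay above batch 2 in 6 of the 7 tissues sampled in both (two-sided exact sign test, p = 0.125), with corpus callosum the other way. This comparison holds the tissue fixed, but 6 of 7 lies within what chance gives, so the different tissues in batch 1 and the batch itself cannot be told apart as the source of the higher ratio. No biological explanation was tested for these libraries.

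The library left out of all comparisons was titled parathyroid and labelled thyroid. What drew attention is that it had strong signals of both glands. Its 125435 TPM of PTH, the parathyroid hormone gene, lay between the 277820 and 349514 TPM of the 2 parathyroid libraries and the 0, 0 and 2530 TPM of the 3 thyroid libraries. Its 29840 TPM of TG, the thyroglobulin gene, lay between the 5.77 and 6.59 TPM of the parathyroid libraries and the 149534 to 161063 TPM of the thyroid libraries. A wrong tissue label on a parathyroid library would leave PTH at the parathyroid level and TG near 0, and a wrong title on a thyroid library would leave TG at the thyroid level and PTH near 0, so the values argue against both. PTH stood at 40.0% of the parathyroid mean and TG at 19.0% of the thyroid mean. GCM2, also listed for the parathyroid gland, had 15.9 TPM, above the 10.4 and 6.03 TPM of the parathyroid libraries and the 0, 0 and 0.667 TPM of the thyroid libraries, which a mixture of glands like those in the other libraries would not give. Both glands in the sample may explain PTH and TG, and GCM2 only if the parathyroid part differed from the other 2 parathyroid libraries. Mixing of the RNA or of the libraries after dissection would give the same values and was not tested.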

How the results depend on the processing

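Tested only after the data were seen were other pseudocounts, edgeR with TMM factors, TPM divided by TMM factors, enhancer tags scaled to promoter tags, thinned promoters, leaving out dogs in the variance shares and replicates in the co-expression, leaving out libraries that matched another dog, and the averaged cortex libraries. The other alternatives were written down before. None of the called promoters and enhancers named in the text reversed its direction under any of them, and the differences in tau and in co-expression stayed above 0. The balance of higher and lower calls did turn in 3 comparisons. For CNS promoters it went from 6179 higher and 1208 lower to 4109 and 6965 with edgeR and TMM factors and to 4265 and 6614 with DESeq2 size factors. For stage promoters it went from 10 and 27 to 75 and 55 with DESeq2. For the sexes it went from 27 higher and 24 lower in males to 47 and 58 with limma voom, 9 and 11 with a pseudocount of 5 TPM, 12 and 15 without the Rottweiler male of 61 months, and 25 and 26 without the Swedish Elkhound. Of the alternatives of the main results, 111 stayed within the limits set (1.5 times for a count) and 48 moved beyond them. The cause was not tested, except where a smaller set, fewer libraries or the alternative's own construction gives it.

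For the stages, 37 promoters became 20 without a filter on low values and 130 with DESeq2 (75 higher and 55 lower at day 30, 36 of the 37 among them). Leaving out an embryo gave 16 to 115, with 16 without day 20 to 25 replicate 2, 21 without replicate 1, 22 without replicate 3, and 115 without day 30 replicate 3. With all libraries in the fit 45 were called, but only 12 of them were among the 37. Stage enhancers numbered 0 under all alternatives except all libraries in the fit, with 53, and leaving out an embryo gave 0 to 83, with 83 without day 30 replicate 1. The median log2 change of the 591 stage enhancers tested was -0.67 in TPM, -0.50 after division by TMM factors and -0.25 with edgeR and TMM factors. Without a filter, over 6079 enhancers, it was 0.08. The 50 and 83 calls lower at day 30 were made in fits whose median over the tested enhancers was -0.67 and -1.35.

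For embryos against adults, 6846 promoters became 3526 with a pseudocount of 5 TPM and 3739 in a model of 2 groups of libraries, of which 3732 were among the 6846. The 139 enhancers became 304 and 271 with pseudocounts of 1 and 10 TPM and 368 with edgeR, 135 of the 139 among them. Leaving out an embryo gave 88 to 173 enhancers, with 88 without day 30 replicate 1, and 6504 to 7025 promoters.

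For CNS against non-neural tissues, 7387 promoters became 4316 with a pseudocount of 5 TPM. edgeR called 11074 with TMM factors and 10879 with DESeq2 size factors. Of the calls, 5169 were shared between limma and edgeR with TMM factors, and 5168 of these had the same sign. The 373 enhancers became 1037 and 985 with pseudocounts of 1 and 10 TPM, 1360 with edgeR and TMM factors (804 higher and 556 lower, against 324 and 49) and 1376 with DESeq2 size factors. edgeR with TMM factors shared 336 calls with limma. The median log2 change of all promoters moved from 0.35 to -0.44 with edgeR, so a promoter with a small change has no fixed direction between these tissues.

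The dogs pair libraries of different tissues. With libraries as the unit and the dog as replicate block, 8630 promoters and 284 enhancers differed between CNS and non-neural tissues, against 8029 and 274 without the block. Among adult tissues 25739 promoters and 4856 enhancers differed with the dog as replicate block, of which 25676 and 4689 were among those called without it. In these 2 comparisons the block moved no count by 1.5 times, and it took the call from none of the named CNS promoters and enhancers.

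Among adult tissues, 25857 promoters became 49036 and 5015 enhancers became 9689 in the comprehensive set, which tests more elements. Leaving out a replicate of every tissue gave 3029 to 3534 enhancers, with 3029 without replicate 1 and 3117 without replicate 2, and 22800 to 23788 promoters.

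For the sexes, 51 promoters became 98 and 20 with pseudocounts of 0.1 and 5 TPM, 88 in the comprehensive set, 119 with edgeR and TMM factors, 122 with DESeq2 size factors and 105 with limma voom and the dog as a random effect. Of the 51, 47 were among the 119 and 50 among the 105. Leaving out a dog gave 27 to 65, with 27 without the Rottweiler male of 61 months.

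The difference in tau of 0.221 stayed above 0 under all alternatives. It was 0.0778 on TPM without log, 0.346 with a pseudocount of 0.1 TPM, 0.0648 in the comprehensive sets, 0.382 with promoters matched on mean TPM, 0.32 with enhancer tags scaled to promoter tags, 0.128 with promoters thinned to the tags of the enhancers, and 0.238 to 0.251 without a replicate. For enhancers the variance shares were 49.1% for tissue and 3.07% for dog, and leaving out a dog gave 74.9% to 84.0% and 0.933% to 1.52% for promoters. No chance level was computed for these shares. The co-expression difference of 0.124 was 0.238 within 10 kb, 0.112 within 500 kb, 0.157 as Pearson correlation and 0.0451 in the comprehensive sets. The marker genes highest in their tissue became 46 of 54 in the comprehensive set, against 42 of 49.

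Of the named promoters and enhancers, all those of the CNS comparison and all 10 promoters of the embryo comparison kept their calls. Among the 9 named stage promoters, 7 lost their call at least once. Counted over promoters and fits there were 22 losses, most often with all libraries in the fit (6). Of the 4 named embryo enhancers 1 lost its call, in 9 fits. Among the sex results 6 promoters lost their call at least once. Of the 8 losses, 6 came with a pseudocount of 5 TPM and 2 without the German Pinscher.

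edgeR with DESeq2 size factors was not run for enhancers between embryos and adults and among adult tissues, because too few enhancers had tags in every library for the factors to be computed. For the marker genes the deposited TPM, listed as an alternative, turned out to be the main values. Depth limits the values of single enhancers, since 1 tag was worth up to 1621 TPM in the shallowest library, and a pseudocount of 50 TPM shrinks changes that rest on a single tag.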

Other observations

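Tests chosen only after the result was seen were the 4 on cerebellum replicate 1, those on batch 1 and on depth for the cortex pair, those on the exchange of the colon samples and on the dogs behind the cerebellum and cortex libraries, and that on differences between single dogs. The others were written down before.

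Other splits of the libraries were fitted for each comparison to see how often they gave as many calls. For the CNS comparison only 1 of 100 splits of the tissues, the real one, reached the 7387 promoters, and 1 of 100 the 373 enhancers. For the differences among adult tissues it was 1 of 100 for promoters and 1 of 100 for enhancers, and for embryos against adults 1 of 100 for promoters and 3 of 100 for enhancers. For the CNS comparison and the adult tissues the share lay under 0.05, so chance alone is unlikely. The splits for embryos against adults shuffled all libraries, which also broke up the adult tissues. Differences between tissues then entered the error, which lowers the calls whatever the embryos do. These splits therefore do not decide about chance for embryos against adults. For the embryo enhancers, splits other than the real one also reached the count. For the stages, 1 of the 10 splits of the 6 embryos gave 37 promoters or more, and all 10 gave at least 0 enhancers, which any split does. As 10 splits cannot give a share under 0.05, neither test could have excluded chance, and the question stays open there.

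For the sexes, 13 of 100 splits of the dogs gave 51 promoters or more, and the largest gave 84, so chance cannot be excluded for this count. Differences between single dogs would give calls off the X chromosome. Of the called promoters 92.2% lay there, but so did 96.6% of those tested, so this share decides nothing. Differences between single dogs and between the sexes both remain open.

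KDM6A, called 1.08 higher on the log2 scale in males, has a relative on the Y chromosome, which the annotation lacked. If tags of Y-chromosome copies were counted on the X copies, other genes of that list could also be higher in males. Of the 5 tested promoters of the other 4 genes 0 were called higher in males. A promoter of DDX3X had a positive change in the fit with tissue as a covariate (0.31, limma FDR 0.968), but a lower mean in males (13.2 ± 38.3 TPM, n = 42) than in females (28.7 ± 87.9, n = 51), and the other 4 had negative changes. Each gene may differ in how similar its Y copy is at the start site, so this does not decide for KDM6A, and an actual sex difference stays open as well.

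Cerebellum replicate 1 had 172 enhancer tags per 1000 promoter tags, against 19.8 in the next library. This ratio counts the enhancer tags behind the TPM, which numbered 1868349 in this library. Deeper sequencing would raise both kinds of tag and leave this ratio unchanged, and its 10864287 promoter tags were within the range of the others. The other 10 libraries of batch 1 reached at most 13.4, which argues against the batch as a whole, and the other 2 cerebellum libraries at most 4.96, which argues against the tissue. Tags spread over introns and intergenic DNA could also raise the share of promoter-set tags outside genes' promoters. This share was 7.14%, below the median of 11.05% of the other libraries. However, promoter clusters were narrow (robust median 61 bp). The library also held only 364354 tags in comprehensive enhancers, fewer than those behind its TPM, beside 10864287 promoter tags. Spread tags could thus hardly move the share, which does not decide about them. Of the 46661 comprehensive enhancers, 42489 (91.1%) had tags in this library, against at most 19690 in another. A broad spread of tags would give this, but the library's number of tags could give it as well. What made this library differ stays open, spread tags included. A handling step of this library alone was not tested.

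The library's tags also bear on the comprehensive set. Of the 32917 comprehensive enhancers with a bidirectionality score of 1, 65.2% (21466) had the most tags of any library in cerebellum replicate 1, which held 17.3% of all tags in comprehensive enhancers. Drawing the tags of each of these enhancers by the library totals alone gave 82.2%, so a large share needs no more than the library's number of tags. Among enhancers with a score of 2 or more the share was lower, at 35.8%. Whether those with a score of 1 were called from this library cannot be told apart from its number of tags.

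Enhancers have far fewer tags than promoters, and low counts raise tau by themselves. Promoters thinned to the tag totals of the enhancers had a median tau of 0.704, above the 0.610 of all tags but below the 0.832 of enhancers. Low counts may thus make up part of the difference between enhancers and promoters and not all of it. A narrower use of enhancers remains a hypothesis, as other properties of the 2 sets were not matched in this test.

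Libraries of the same dog deviated together from the tissue means by a difference in correlation of 0.0383, small but above every permutation, so a shared dog is a likely source. Conditions of sampling that a dog's tissues share, such as time after death, may contribute alike and were not separated.

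The X-chromosome promoter that best parted the sexes was under 1 TPM in 3 of 58 female-labelled libraries (cerebellum replicate 1 at 0, colon replicate 1 at 0 and cerebral cortex replicate 1 at 0.557 TPM), whose median was 53.5 TPM. Among 50 male-labelled libraries, with a median of 0.0203 TPM, colon replicate 3 had 58.6 TPM. A sample of another dog would explain all 4, and 2 of them matched a dog of the other sex best on promoters off the X chromosome. The 4 could not be decided together, so they are taken apart here.

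Colon replicates 1 and 3 matched each other's labelled dog, with correlations of 0.705 and 0.774, against -0.578 and -0.404 with their own. Both the sex promoter and these profiles are consistent with an exchange of the 2 samples or their labels. In the colon group itself such an exchange changes nothing.

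Cerebellum replicate 1 and cerebral cortex replicate 1 matched another dog best, a female, at only 0.287 and 0.239, against a median of 0.747 and a lowest value of 0.208 in the 98 libraries that matched their label. Their highest correlations with a male dog among the 7 were 0.152 and 0.202. The 47 male libraries that matched had at least 0.354, but 0.202 is close to the 0.208, so a sample of another of the 7 dogs is not excluded. With their labelled dogs they correlated at 0.218 and 0.0797. The first lies above the 0.208 and the second below it by less than the SD of 0.134 among matching libraries, so these profiles do not exclude the labelled dogs either. The 5 libraries of dogs outside the 7 had best correlations of 0.256 to 0.407, a range that overlaps with that of matching libraries, so a dog outside the 7 and 1 of the 7 cannot be told apart. The same dog outside the 7 behind both libraries is possible, as they correlated at 0.596, near the median of 0.593 over 691 pairs from 1 dog. Among libraries that matched their label, pairs of different dogs had a median of -0.116 and reached 0.694, and the 21 such pairs within batch 1 reached 0.255. The 2 libraries correlated at 0.506 and 0.395 with piriform lobe replicate 1, a batch 1 library that matched its label and carries the same dog as the label of cerebellum replicate 1. With corpus callosum replicate 1, another brain library of batch 1, they correlated at 0.0223 and -0.0064. Because the 2 libraries also resemble a library of 1 of the 7 dogs, 1 dog outside the 7 behind both and a dog among the 7 cannot be told apart.

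Cerebral cortex replicates 1 and 2 carried labels of a female and a male dog, yet correlated at 0.989 on the promoters that part the dogs. Batch 1 as a whole does not produce such pairs, as the lowest chi-square per degree of freedom of its other pairs of the same tissue was 99.9 against 4.18. Nor did low depth hide differences, with 17387056 promoter tags in the shallower library. The same RNA in both libraries may explain the pair. It requires the sex promoter to be alike in both, and the female-labelled library had 0.557 TPM, at the level of male libraries. The 2 libraries correlated with the labelled male dog at -0.0555 and -0.0622. The higher of these lies below the 0.208 of the lowest matching library by more than the SD of 0.134 among matching libraries, which argues against RNA of that dog in both. Which dog it came from stays open.

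A prostate gland library was labelled as a Border Collie of 8 months, and the other Border Collie libraries as 83 months. If the age were a slip, the library should match the 83-month dog. It correlated with it at 0.295 and with another dog at 0.407, which is consistent with a different Border Collie. As a matching library went down to 0.208, the same dog is not excluded.

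The embryos carried no sex label. The same X-chromosome promoter had 0.581, 0 and 83.1 TPM in the 3 embryos of day 20 to 25, and 0.5004, 79.4 and 112 TPM in those of day 30.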
